A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic inheritance of diet-induced and sperm-borne mitochondrial RNAs" (2024).

How the data were processed

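Testes of 8-week-old C57BL/6N mice (the strain in the paper's methods, C57BL/6 in the labels) on an HFD or LFD for 2 weeks were dissociated to single cells and run on the droplet platform of 10x Genomics, with 10000 cells targeted per library, as the labels state. The labels name version 2 of the 3-prime library kit and the paper's methods name a later version, so the chemistry is uncertain. The authors aligned the reads to mm10 (GRCm38) and counted UMIs per gene and barcode with Cell Ranger, whose version in the file headers and the methods is 6.0.1, and its cell calling chose the barcodes. The deposited matrices hold these raw UMI counts, not normalized, for 32285 genes in each of 6 libraries. The reads are counted near the 3-prime end of polyadenylated RNA, so tRNAs and small RNAs are not measured here. Cell type annotations and the authors' own test results were not used here.

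Libraries were grouped by the diet in their GEO titles, which the description and treatment labels repeat (3 HFD and 3 LFD). The deposited file names give the opposite diet throughout. The 3 count files of each library were assigned by the record of the series and not by name.

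The study's filters were applied to barcodes (at least 200 and at most 40000 genes) and removed 0 of 48939 barcodes. Total UMIs per library ranged from 39196921 to 95845514. Counts were scaled to 10000 per barcode and log-transformed, 2000 variable genes and 30 principal components were used, and barcodes were clustered with the Leiden algorithm (20 neighbours, resolution 0.3, seed 1) in scanpy 1.11.5, leidenalg 0.10.2 and igraph 0.11.9 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). The study integrated its libraries with Harmony, which was not used here, so the clusters and their names were rebuilt and can differ from the study's for that reason. A cluster was given a class name from marker lists fixed before the data were examined. The rule for reading them was set after the clusters were seen. A cluster needed at least 20 barcodes and at least 3 markers of the class with their highest CPM in it, which had to be at least 20% of the class's detected markers or be joined by a marker among its top 10 genes by fold, and it took a joint name where a second class had at least 66% as many. Folds used an offset of 5 CPM and genes with at least 100 UMIs. A cluster whose median UMI count was under 33% of its libraries' and that had no such marker among its top 10 genes stayed unnamed. So did a cluster with more markers of another class than of its own among those genes. The markers Ccdc79 and H1f9 were not found under these symbols.

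No doublets were removed in the main results, since the study states no removal. As an alternative, the barcodes with the highest Scrublet scores were left out at an expected rate of 0.8% per 1000 barcodes of the library, 3356 barcodes (6.86%) in all. This number was set by the rate and not by a threshold on the score.

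UMI counts were summed per library over all kept barcodes and over each class or numbered cluster with at least 20 barcodes in every library, so that the library was the replicate. The sums were tested with edgeR 4.0.16 (R 4.3.3), by its quasi-likelihood test with TMM normalization and its default filter on low counts, HFD minus LFD, two-sided. P-values were adjusted by the Benjamini-Hochberg method within each sum, and an adjusted p under 0.05 was a call. Standard errors of log2 changes were taken from the F value. The interaction of diet and class was tested in the same way with the library as a block. Gene sets were tested with camera in limma 3.58.1 on voom values at a preset correlation of 0.01 and adjusted over all pairs of a set and a class in which at least 3 genes of the set were tested. Mitochondrial shares were also compared in the peritubular, stromal and Leydig-like class, which had fewer barcodes. Shares per library were compared by exact permutation tests, and stages within libraries by exact sign-flip tests. Intervals of single counts are exact at 95% and cover counting error only. Genes per barcode were counted after thinning to 1000 UMIs.

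The edgeR and DESeq2 tests, camera and the correction for trends were run on simulated counts, and the exact tests on values with a known answer, before they were run on the data. The interaction, fry and camera with an estimated correlation were not run on simulated counts. Of 200 genes of at least 10 CPM changed by a log2 of 1 among 20461 genes drawn from the whole testis, edgeR recovered 87.0% with 16 false calls. In round spermatids (13102 genes) a simulated trend on GC content gave 3076 false calls before and 0 after the correction.

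The genes named in the whole testis were, by a rule fixed before the data were examined, up to 3 rising and 3 falling calls with groups that do not overlap or, with no call, the 3 genes with the smallest p, and in addition the mitochondrially encoded gene with the largest change. In a class with no call, none was named. Other genes are named as chosen after their values were seen. Coordinates, GC content and transcript lengths came from the GENCODE annotation of GRCm38, to which 32158 of the 32285 genes (99.6%) matched by identifier.

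Alternatives set before the data were examined were DESeq2 1.42.0, its size factors in edgeR, total UMIs as the only scaling, no filter on low counts, the replicate number as a block, a stricter filter of 500 genes and 1000 UMIs, removal of doublets, an equal number of barcodes of each class per library (3951 barcodes per library), a resolution of 0.6, centring of each gene within each library, germ cell barcodes as the denominator, means over barcodes, fry and an estimated correlation for the gene sets, thinning to 2000 UMIs and none, and leaving out each library in turn. Alternatives chosen after seeing the data were barcodes of named classes only, the batch of replicate 1 libraries (under 1 CPM of haemoglobin genes) as a term, each library's trends on GC content and transcript length taken out by offsets, other scalings of the gene set tests, gene set tests of the whole testis with an equal class makeup and in named classes, and exact permutation tests of shares within the batch. Figures were drawn with matplotlib 3.10.9.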

Results

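Single-cell RNA sequencing libraries were made from the testes of 8-week-old C57BL/6N mice (C57BL/6 in the labels) after 2 weeks on a high-fat diet (HFD) or a low-fat diet (LFD), with 3 libraries per diet. Each library counts unique molecular identifiers (UMIs), tags that mark single captured RNA molecules, for 32285 genes in each cell barcode, the droplet tag that stands for a cell. The 6 libraries held 48939 barcodes and 429495465 UMIs. HFD replicate 1 held 9934 barcodes, 95845514 UMIs and a median of 2315.5 UMIs per barcode. HFD replicate 2 held 8127 barcodes, 80935345 UMIs and a median of 3422. HFD replicate 3 held 7403 barcodes, 67422412 UMIs and a median of 2841. LFD replicate 1 held 6627 barcodes, 77019159 UMIs and a median of 2616. LFD replicate 2 held 11095 barcodes, 69076114 UMIs and a median of 2758. LFD replicate 3 held 5753 barcodes, 39196921 UMIs and a median of 2155. The chi-square statistic per degree of freedom between the counts of any 2 libraries over genes lay between 21.4 (HFD replicate 1 and LFD replicate 1) and 217, which argues against a library deposited under 2 labels.

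The diet of each library was taken from its GEO labels. The names of the deposited count files give the opposite diet for all 6 libraries. The barcode numbers that the study lists per library go with the file names, which argues against the labels. The groups are still the labelled ones and are therefore called the libraries labelled HFD and the libraries labelled LFD. If the file names hold the true diets, each difference between the diets below changes sign, while its p-value and each count of called genes stay as printed.

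Clustering gave 20 clusters of at least 20 barcodes, of which 11 carried the markers of a testis cell type and were grouped into 9 classes. Spermatogonia- and early spermatocyte-like barcodes (1958 in clusters 7 and 17; Stra8, Meiob, Dmc1, Uchl1 and Crabp1), pachytene spermatocyte-like barcodes (1397; Piwil1), late spermatocyte- to round spermatid-like barcodes (2307; Tbpl1, Ssxb1 and Zpbp), round spermatid-like barcodes (1477; Lyzl1, Acr and Spaca3), round to elongating spermatid-like barcodes (708; Fam71b) and elongating spermatid-like barcodes (3394 in clusters 5 and 6; Tnp1, Tnp2, Prm1 and Prm2) made up the germ line. The somatic classes were Sertoli-like (802; Clu and Defb19), macrophage-like (274; Cd74 and C1qa) and peritubular, stromal and Leydig-like barcodes (175; Acta2, Dcn and Cyp17a1). The macrophage-like cluster was also led by the inflammatory and stress genes Ccl4, Ccl3, Cxcl2 and Atf3 and held T-cell genes such as Cd3g and Cd8a. The other 36447 barcodes (74.5%) lay in unnamed clusters, with a median of 2417 UMIs against 17337 in the named classes, and held 27.5% of the UMIs. The largest unnamed cluster, cluster 0, had 15580 barcodes and was led by haemoglobin genes. Cluster 1 (8174 barcodes) was led by Ttn, and cluster 2 (3994 barcodes) by mitochondrial transcripts, which were 19.0% of its UMIs. Cluster 3 was mostly of a single library, with 2822 of its 3512 barcodes from HFD replicate 2, and so was cluster 15, with 533 of 594. A UMI of Prm1, a gene of elongating spermatids, was found in 100% of Sertoli-like and in 100% of elongating spermatid-like barcodes. The median UMIs of all genes per barcode were 1922.5 and 7405.5 in these classes. In CPM, the usual scale on which the UMIs of every library or class sum to the same total, Prm1 stood at 11890 in Sertoli-like, 6170 in macrophage-like and 71723 in elongating spermatid-like barcodes.

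The shares of the classes address the question whether the diet changed the makeup of the testis. No share of kept barcodes in the named classes passed the exact permutation test between the diets. Spermatogonia- and early spermatocyte-like barcodes were 4.03% ± 1.01 (SD, n = 3) of the libraries labelled HFD and 4.02% ± 1.97 (SD, n = 3) of those labelled LFD (exact permutation p = 1). Pachytene spermatocyte-like barcodes were 3.48% ± 0.683 against 2.20% ± 1.58 (exact permutation p = 0.4). Late spermatocyte- to round spermatid-like barcodes were 4.51% ± 1.94 against 5.26% ± 1.92 (exact permutation p = 0.6), round spermatid-like barcodes 3.02% ± 0.544 against 3.38% ± 1.88 (exact p = 0.8) and round to elongating spermatid-like barcodes 1.48% ± 0.746 against 1.52% ± 0.965 (exact p = 1). Elongating spermatid-like barcodes were 7.02% ± 5.49 against 6.88% ± 5.50 (exact permutation p = 1). Sertoli-like barcodes were 1.23% ± 1.48 against 2.14% ± 2.26 (exact p = 0.5), macrophage-like barcodes 0.586% ± 0.149 against 0.534% ± 0.0644 (exact p = 0.6) and peritubular, stromal and Leydig-like barcodes 0.314% ± 0.344 against 0.365% ± 0.112 (exact p = 0.9). All tests were two-sided, 3 libraries against 3 cannot give a p below 0.1, and every adjusted p was 1. With germ cell barcodes alone as the denominator, pachytene spermatocyte-like barcodes differed by 6.40 percentage points in place of 1.28, late spermatocyte- to round spermatid-like barcodes by -5.52 in place of -0.748 and elongating spermatid-like barcodes by -0.527 in place of 0.141. Single libraries moved the difference in elongating spermatid-like barcodes to -2.92 (without HFD replicate 1) and 3.31 (without LFD replicate 1). Clusters 8 and 12 were kept out of the classes by a naming rule set after the clusters were seen. Cluster 8 held 2.30% ± 1.11 of the barcodes of libraries labelled HFD and 5.11% ± 3.93 of those labelled LFD. Most of this gap came from LFD replicate 3, at 9.65%, against 2.73% and 2.95% in LFD replicates 1 and 2. Cluster 12 held 1.70% ± 0.475 and 1.99% ± 0.931.

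**Figure D1:**
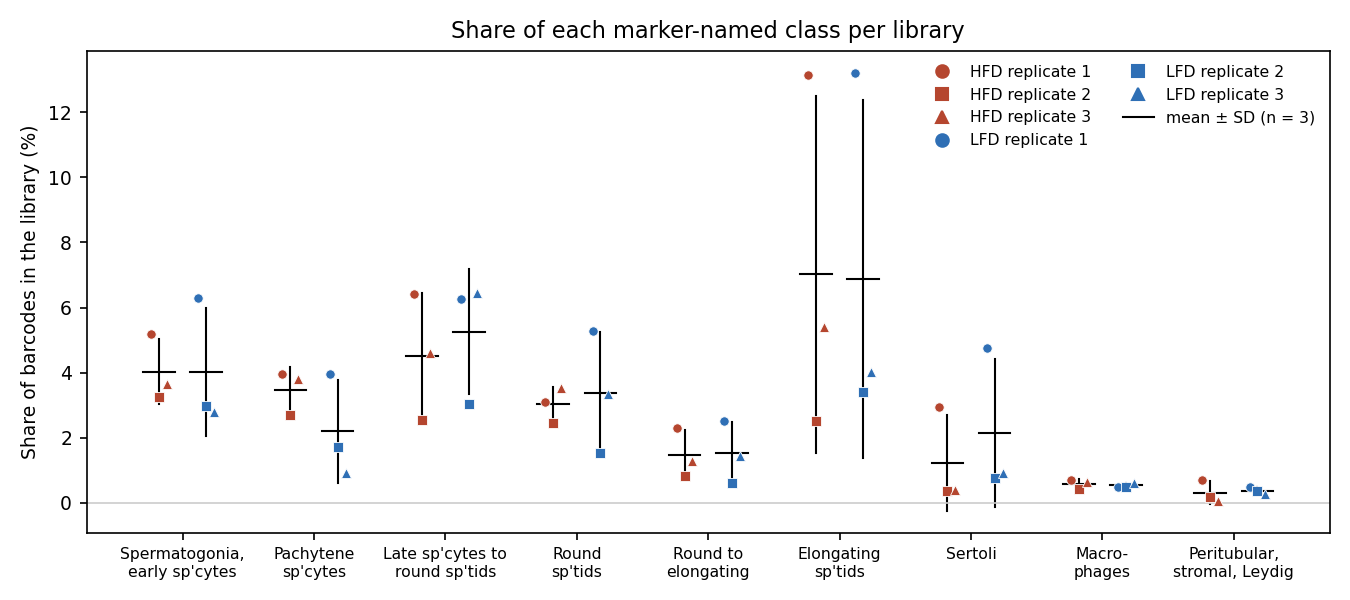
Share of kept barcodes (percent, vertical axis) in each of the 9 named classes, with a point per library and the mean and SD of the 3 libraries labelled HFD and the 3 labelled LFD. The 2 replicate 1 libraries, at 13.1% and 13.2%, lie above the other 4 for elongating spermatid-like barcodes, and the groups overlap in every class.

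The libraries also differed in a way that the diets did not explain. Haemoglobin genes took 0.0835 CPM in HFD replicate 1 (95% exact interval 0.0360 to 0.164) and 0.0649 in LFD replicate 1 (0.0211 to 0.151). In the other 4 libraries they took 57.7 (HFD replicate 2), 99.8 (HFD replicate 3), 57.3 (LFD replicate 2) and 30.6 (LFD replicate 3) CPM. These intervals cover counting error only. The 2 replicate 1 libraries also held more elongating spermatid-like barcodes (13.1% and 13.2%, against 2.52% to 5.40% in the other 4) and more Sertoli-like barcodes (2.93% and 4.75%, against 0.357% to 0.904%). They were therefore treated as a batch. Each difference between the diets in a class share or in the share of mitochondrial transcripts was also computed in 2 parts. These were replicate 1 (1 library against 1) and the other 4 libraries (2 against 2). An exact permutation test over the 12 arrangements that keep these parts, chosen after the results were seen, cannot give a p below 0.167. It gave 0.167 for the Sertoli-like share and 0.333 to 1 for the other 8 classes. For the share of pachytene spermatocyte-like barcodes the difference was -0.0226 percentage points within replicate 1 and 1.93 within the other 4. It was -1.12 and 0.578 for spermatogonia- and early spermatocyte-like, 0.125 and -1.18 for late spermatocyte- to round spermatid-like, -2.17 and 0.548 for round spermatid-like, -0.225 and 0.0480 for round to elongating spermatid-like and -0.0819 and 0.252 for elongating spermatid-like barcodes. For the Sertoli-like class it was -1.82 and -0.465, for the macrophage-like class 0.207 and -0.0254, and for the peritubular, stromal and Leydig-like class 0.222 and -0.187. Of the 9 classes, only the Sertoli-like class differed in the same direction in both parts.

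**Figure D2:**
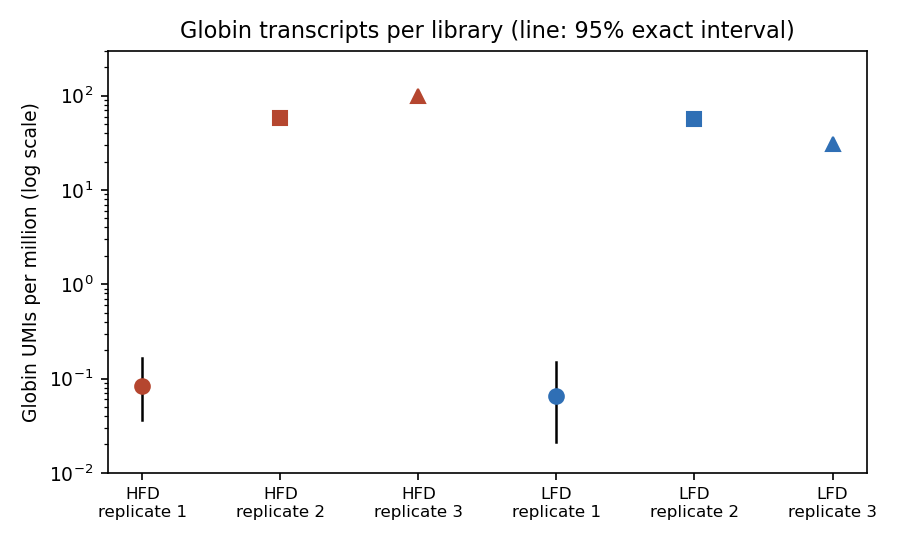
Haemoglobin UMIs in CPM (log axis) in each of the 6 libraries, with lines for the 95% exact interval of counting error. Both replicate 1 libraries lie below 0.164, and the other 4 lie between 30.6 and 99.8.

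A second difference between libraries followed the base composition of the genes. Within the 6 germ cell classes, the Spearman correlation across genes of a library's deviation from the mean of all libraries with GC content was 0.274 to 0.361 in HFD replicate 1, -0.521 to -0.371 in HFD replicate 2 and -0.386 to -0.316 in HFD replicate 3. It was 0.189 to 0.316, 0.0766 to 0.257 and 0.154 to 0.344 in LFD replicates 1, 2 and 3. Genes are not independent replicates, so these correlations describe the libraries. In GC content HFD replicate 1 thus lay with the 3 libraries labelled LFD and apart from the other 2 labelled HFD. With transcript length its correlation was -0.364 to -0.202. That of LFD replicates 1, 2 and 3 was -0.288 to 0.0631, -0.0821 to 0.138 and -0.147 to 0.222. By length, HFD replicate 1 thus lay apart from LFD replicates 2 and 3 and overlapped with LFD replicate 1.

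**Figure D3:**
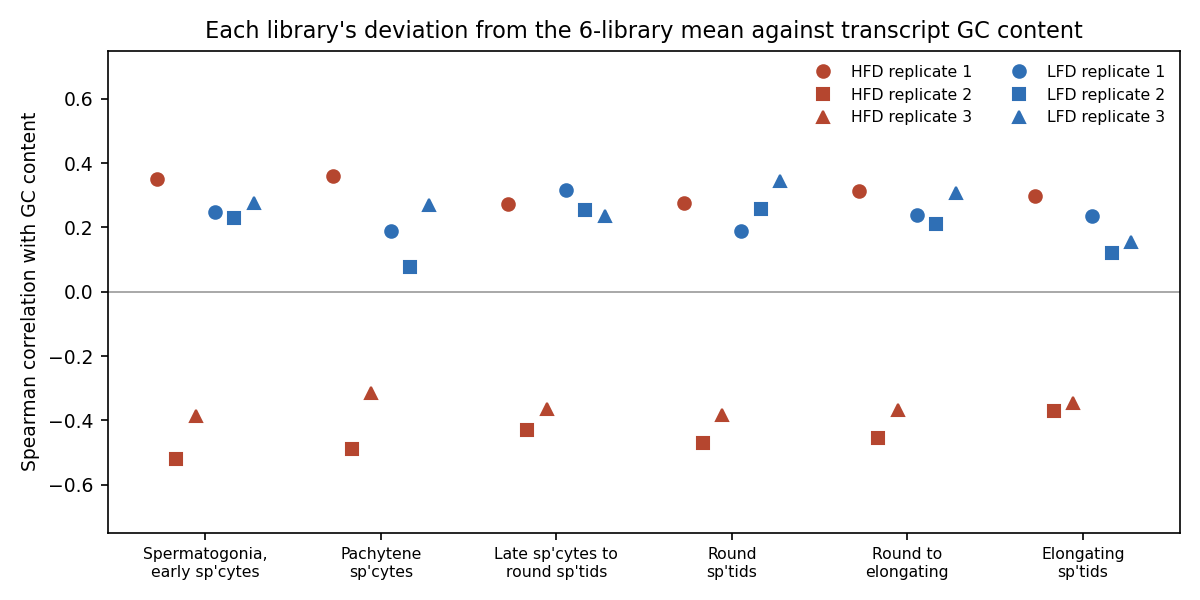
Spearman correlation across genes of each library's deviation with GC content (vertical axis), for each of the 6 germ cell classes (horizontal axis), with a point per library. HFD replicates 2 and 3 lie between -0.521 and -0.316, and the other 4 libraries between 0.0766 and 0.361.

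The effect of the diet on gene expression was first tested on UMI counts summed over all kept barcodes of each library. Of 20727 genes tested with edgeR's quasi-likelihood test, 0 passed an adjusted p of 0.05, and the smallest adjusted p was 0.986. At an unadjusted p under 0.05 there were 471 genes. DESeq2 called 0 genes and gave 444 at an unadjusted p under 0.05. In 1667 genes (8.04%) the 3 libraries of a diet all lay on the same side of the other 3, where chance gives 10%. The median log2 change, HFD minus LFD, was 0.02. The standard error of the median gene was 0.21 on the log2 scale. In counts simulated with the estimated spread between these libraries, the same test recovered 87.0% of 200 genes changed by a log2 of 1 and 100% of 200 changed by a log2 of 2. The changed genes had at least 10 CPM, so these rates do not cover genes of lower expression. Each gene was simulated on its own, without the differences between libraries that many genes share, so recovery in the data can be lower. Leaving out HFD replicate 1 gave 2 calls, Gas6 (log2 change -2.27) and Tubb5 (log2 change -1.69), each with an edgeR adjusted p of 0.0466, chosen after their values were seen. With the batch of replicate 1 libraries as a term the count was 0, with 1285 genes at an unadjusted p under 0.05.

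The 3 genes with the smallest p in the whole testis were named by a rule fixed before the data were examined, and none passed the threshold. Caskin1 (ENSMUSG00000033597, GRCm38 chromosome 17, 24488601 to 24508671, plus strand) had a log2 change of -1.04 (SE 0.24, edgeR adjusted p = 0.986), at 0.733 ± 0.122 CPM (SD, n = 3) in the libraries labelled HFD and 1.51 ± 0.0751 in those labelled LFD. Gm21887 (ENSMUSG00000095562, chromosome X, 170009659 to 170019281, plus strand) had a log2 change of -1.69 (SE 0.45, edgeR adjusted p = 0.986), at 1.54 ± 0.685 against 4.98 ± 2.95 CPM. It lies near the end of the X chromosome, where X and Y share sequence, so its counts are uncertain between copies. Hsd3b6 (ENSMUSG00000027869, chromosome 3, 98805504 to 98814443, minus strand), a Leydig cell gene, had a log2 change of 2.06 (SE 0.55, edgeR adjusted p = 0.986), at 0.882 ± 0.142 against 0.212 ± 0.168 CPM. The annotation gives all 3 as protein-coding genes, and the coordinates span the whole gene. Among the mitochondrially encoded genes, mt-Nd6 (ENSMUSG00000064368, chromosome M, 13552 to 14070, minus strand) changed most, with a log2 change of -0.52 (SE 0.41, edgeR adjusted p = 0.986) and 11.2 ± 4.32 against 16.2 ± 9.71 CPM. Its log2 change was 0.03 with an equal number of barcodes of each class per library, 0.02 in barcodes of named classes and 0.00 without LFD replicate 3. With the trends on GC content and transcript length taken out it was -0.73.

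The same test was run in each class or cluster with at least 20 barcodes in every library, which left out the peritubular, stromal and Leydig-like class and cluster 15. In the 16 classes and clusters tested, edgeR called 0 genes in each, over 3710 to 13474 genes, with 27 to 699 genes at an unadjusted p under 0.05. DESeq2 also called 0 in each. In simulated counts with log2 changes of 1 in 200 genes of at least 10 CPM, the test recovered 100% in round spermatid-like, 87.5% in pachytene spermatocyte-like and 67.5% in elongating spermatid-like barcodes. The same limits apply to these rates as in the whole testis. The alternative that moved these counts most was to leave out HFD replicate 1. Without it, 1657 genes passed the threshold in late spermatocyte- to round spermatid-like barcodes (552 higher and 1105 lower in the libraries labelled HFD), 1226 in round spermatid-like, 860 in round to elongating spermatid-like, 613 in spermatogonia- and early spermatocyte-like barcodes and 314 in cluster 3. Single genes passed in clusters 1 (Defb19) and 2 (Zfp820), and 1 gene, Gm47283, passed in Sertoli-like barcodes without LFD replicate 2, all 3 chosen after their values were seen. Leaving out any other library called 0 genes in each of the 16. With each library's trends on GC content and transcript length taken out, and with the batch as a term, 0 genes were called in each of the 16.

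Whether the effect of the diet differed between classes was tested in the 2 named germ cell classes with the most barcodes, the elongating spermatid-like and the late spermatocyte- to round spermatid-like. The interaction of diet and class passed the threshold in 0 of 14580 genes with edgeR, with 235 at an unadjusted p under 0.05. It gave 12 calls with no filter on low counts, 7 without LFD replicate 1 and 15 without LFD replicate 2. DESeq2 was not run on the interaction.

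The share of UMIs from the 13 mitochondrially encoded mRNAs was compared because the study asked whether transcription of the mitochondrial genome in the testis responds to the diet. It was 2.48% ± 0.687 (SD, n = 3) of all UMIs in the libraries labelled HFD and 3.11% ± 1.40 in those labelled LFD (exact permutation p = 0.7), a difference of -0.634 percentage points. The difference was -0.320 within replicate 1 and -0.790 within the other 4 libraries, and it was -0.263 without HFD replicate 1, -1.16 without LFD replicate 1 and 0.164 without LFD replicate 3. In spermatogonia- and early spermatocyte-like barcodes the share was 6.72% ± 0.724 against 5.64% ± 0.325 (exact p = 0.2), with differences of -0.0245 within replicate 1 and 1.64 within the other 4. In pachytene spermatocyte-like barcodes it was 2.70% ± 0.403 against 2.35% ± 0.124 (exact p = 0.3), with differences of -0.0961 and 0.582, and in late spermatocyte- to round spermatid-like barcodes 0.904% ± 0.185 against 0.768% ± 0.0435 (exact p = 0.4), with differences of -0.123 and 0.266. Without HFD replicate 1 the last 2 differences were 0.573 and 0.243, without HFD replicate 2 they were 0.174 and 0.0807, and without HFD replicate 3 the last was 0.0855, against 0.356 and 0.136 with all libraries. In these 3 classes the share was thus higher in libraries labelled HFD within the other 4 libraries and not within replicate 1. In round spermatid-like barcodes it was 0.0777% ± 0.0126 against 0.0650% ± 0.00677 (exact p = 0.3; 0.00724 within replicate 1 and 0.0154 within the other 4). As the mean over barcodes in place of the pooled UMIs, the difference of 0.0127 was -1.11e-05 percentage points, and it was 0.0193 without HFD replicate 1 and 0.00673 without HFD replicate 3. In round to elongating spermatid-like barcodes it was 0.0451% ± 0.0184 against 0.0348% ± 0.00421 (exact p = 0.5; -0.000752 and 0.0159), a difference of 0.0103 that was 0.0183 without HFD replicate 1 and 0.000236 without HFD replicate 3. In elongating spermatid-like barcodes it was 0.144% ± 0.0999 against 0.407% ± 0.407 (exact p = 0.5; 0.0297 and -0.409), where LFD replicate 3 stood at 0.877% and the difference was -0.0279 without it, against -0.263. In Sertoli-like barcodes it was 8.63% ± 0.0435 against 13.4% ± 11.1 (exact p = 0.7; -1.74 and -6.36). LFD replicate 3 stood at 25.8% there, the difference was 1.34 without it and -9.41 without LFD replicate 2, against -4.82. In macrophage-like barcodes it was 2.70% ± 0.725 against 1.83% ± 0.460 (exact p = 0.3; 1.06 and 0.769), and in peritubular, stromal and Leydig-like barcodes 4.97% ± 1.32 against 5.41% ± 1.09 (exact p = 0.7; -2.17 and 0.424), where HFD replicate 3 held 4 barcodes of the class and HFD replicate 2 and LFD replicate 3 held 15 each. The last difference, -0.440, was 0.215 without HFD replicate 1, -1.10 without HFD replicate 3, -0.232 without LFD replicate 1, -1.06 without LFD replicate 2 and -0.0303 without LFD replicate 3. The smallest p that 3 against 3 allows, 0.1, was reached in unnamed clusters 1 (8.30% ± 1.16 against 6.87% ± 0.227) and 3 (0.566% ± 0.201 against 0.320% ± 0.0340) by the exact permutation test, with all 3 libraries labelled HFD above all 3 labelled LFD. The highest libraries were HFD replicate 3 in cluster 1 (9.53%) and HFD replicate 2 in cluster 3 (0.768%). For clusters 1 and 3 the differences were 0.598 and 0.0542 within replicate 1, and 1.84 and 0.341 within the other 4 libraries. No adjusted p over the 18 comparisons was below 0.788. The exact permutation test within the batch gave its smallest p, 0.167, in round spermatid-like barcodes and in clusters 1 and 3, and 0.333 to 1 in the other 15.

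The same share was followed through the germ cell classes within each library, since the study described at which stage transcription of the mitochondrial genome stops. It was 6.18% ± 0.777 (SD, n = 6) in spermatogonia- and early spermatocyte-like, 2.52% ± 0.330 in pachytene spermatocyte-like, 0.836% ± 0.142 in late spermatocyte- to round spermatid-like, 0.0713% ± 0.0114 in round spermatid-like and 0.0400% ± 0.0132 in round to elongating spermatid-like barcodes. Each of these 4 steps was a fall in 6 of 6 libraries, with mean changes of -3.66, -1.69, -0.765 and -0.0314 percentage points (exact sign-flip p = 0.031 each, two-sided, the smallest p that 6 libraries can give; adjusted p = 0.0391). The share in spermatogonia- and early spermatocyte-like barcodes was 87.5 ± 10.3 times that in round spermatid-like barcodes, with a range of 75.7 to 103 over the 6 libraries. As pooled over libraries, the share was 6.35% in cluster 7 of this class and 1.14% in its cluster 17 (276 barcodes). Cluster 17 lay below the pooled pachytene spermatocyte-like share of 2.57%, so the first fall holds for the summed class and not for cluster 17. In elongating spermatid-like barcodes the share was 0.275% ± 0.302, higher than in the class before in 5 of 6 libraries (exact sign-flip p = 0.0625), so this step was within the error. The mean change was 0.235 percentage points, and 0.114 without LFD replicate 3. How much RNA from other cells added to the share of each class was not measured. The share is relative to all UMIs of a class, so it also falls where other RNA per barcode rises. The median was 8015.5 UMIs in cluster 7 and 32360 in late spermatocyte- to round spermatid-like barcodes. It was 41061 in round to elongating and 7405.5 in elongating spermatid-like barcodes. Mitochondrial UMIs per barcode were not compared, so the falls in share do not show a loss of these transcripts per cell. As the mean over barcodes the first fall was -2.39, and the last of the 4 falls had a mean change of -0.0288 percentage points and an exact sign-flip p of 0.125.

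**Figure D4:**
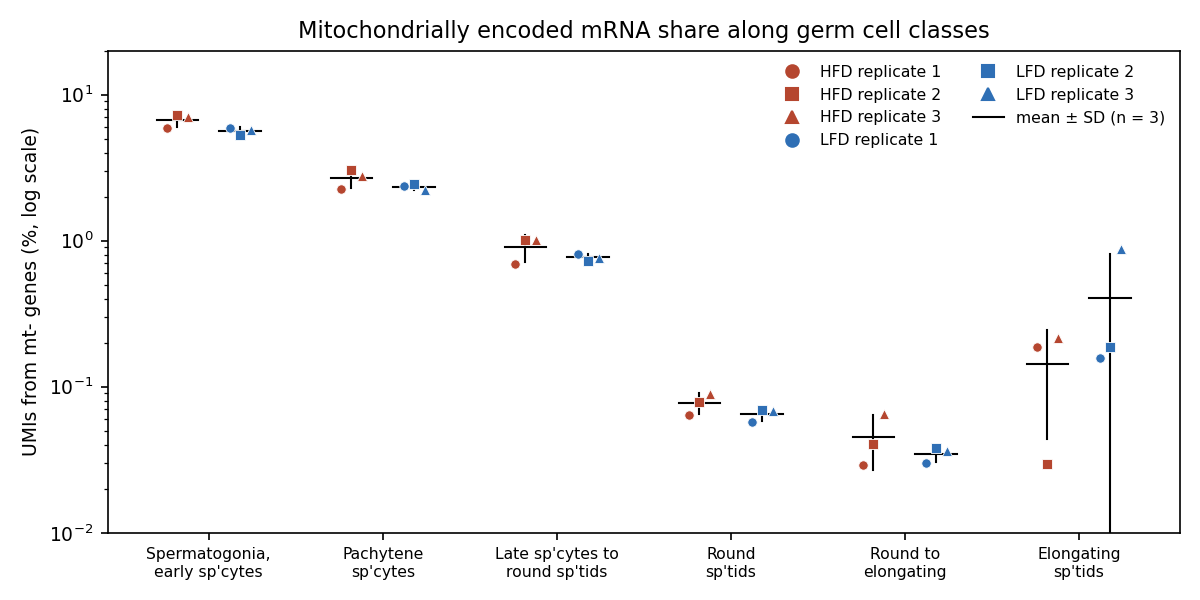
Share of UMIs from the 13 mitochondrially encoded mRNAs (percent, log axis) in the 6 germ cell classes in order of development, with a point per library and the mean and SD of each diet. The share falls from 6.18% to 0.0400% over the first 5 classes in all 6 libraries, and the error bar of the LFD group in the elongating class runs below the axis because its SD is about as large as its mean of 0.407%.

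Gene sets fixed before the data were examined were tested with camera in limma, in the whole testis and in each class and cluster. The sets were the mitochondrially encoded mRNAs (13 genes), nuclear subunits of oxidative phosphorylation (94), mitochondrial ribosomal proteins (78), genes for mtDNA expression (15) and fatty acid response genes (22). At its preset correlation of 0.01, camera called 34 of 84 pairs of a set and a class, 15 higher and 19 lower in the libraries labelled HFD. None of the 34 held under fry or with the correlation estimated from the data, which both called 0 pairs. Counting the whole testis with the classes and clusters, the mitochondrially encoded mRNAs were called in 13, higher in 10 and lower in 3. Oxidative phosphorylation subunits were lower in 11, and mitochondrial ribosomal proteins were higher in 2 and lower in 5. Genes for mtDNA expression were higher in 3, and fatty acid response genes were called in 0. The whole testis is counted among the lower mitochondrially encoded mRNAs, the higher mitochondrial ribosomal proteins and the higher mtDNA expression genes. In 9 of the 84 pairs the median change and the test differed in sign, and in 9 the mean and the median did, but in 0 of the 34 called pairs. With DESeq2's size factors or total UMIs alone as the scaling, camera called 35 and 33 pairs, and none of the 34 medians changed sign. Scaling by total UMIs shifted the median gene by a log2 of -0.11 in cluster 16 and by less than 0.1 in every other class and cluster and in the whole testis.

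In the whole testis the mitochondrially encoded mRNAs had a median log2 change of -0.22 (camera adjusted p = 0.0128) and were lower in 13 of 13 genes. This call was lost without HFD replicate 1 (median -0.03, adjusted p = 0.982) and the sign reversed without LFD replicate 3 (0.06, adjusted p = 0.285). It also reversed with an equal number of barcodes of each class per library (median 0.13, camera adjusted p = 0.0188, higher in 12 of 13 genes) and in barcodes of named classes alone (0.22, camera adjusted p = 0.000294, higher in 12 of 13), so the lower level in the whole testis depended on which barcodes were summed. Mitochondrial ribosomal proteins had a median of 0.12 (camera adjusted p = 7.21e-05), with 58 genes higher and 20 lower. That call was lost without HFD replicate 1 (0.02, adjusted p = 0.271) and the median was -0.01 without LFD replicate 3 (adjusted p = 0.378). With an equal class makeup the median was -0.06 (adjusted p = 0.395) and in named classes 0.04 (adjusted p = 0.0869). Genes for mtDNA expression had a median of 0.21 (camera adjusted p = 0.0401; 11 higher and 4 lower). That call was lost without HFD replicate 2 (0.16, adjusted p = 0.0558), HFD replicate 3 (0.09, adjusted p = 0.314), LFD replicate 1 (0.14, adjusted p = 0.167) or LFD replicate 3 (0.08, adjusted p = 0.116), and with an equal class makeup (0.07, adjusted p = 0.0878), and it was kept in named classes (0.13, adjusted p = 0.0214). Oxidative phosphorylation subunits had a median of 0.05 (camera adjusted p = 0.0522), which was -0.09 with an equal class makeup and -0.05 in named classes. Scaling by total UMIs gave -0.01 but shifted the median gene by -0.06, so these subunits did not reverse relative to the median gene. They passed the threshold without HFD replicate 3 (0.13, adjusted p = 8.61e-06), LFD replicate 1 (0.09, adjusted p = 0.0258) or LFD replicate 2 (0.08, adjusted p = 0.000622) and reversed without HFD replicate 1 (-0.03) or LFD replicate 3 (-0.10). Fatty acid response genes had a median of -0.14 (camera adjusted p = 0.0935) and passed the threshold without HFD replicate 1 (-0.31, adjusted p = 0.0311) or LFD replicate 1 (-0.11, adjusted p = 0.0311). In the named classes, the mitochondrially encoded mRNAs were called higher in spermatogonia- and early spermatocyte-like (median 0.23), pachytene spermatocyte-like (0.17), late spermatocyte- to round spermatid-like (0.14), round spermatid-like (0.20), round to elongating spermatid-like (0.20) and macrophage-like barcodes (0.53), and lower in Sertoli-like barcodes (-0.31). The call was lost in pachytene spermatocyte-like barcodes without HFD replicate 2 (0.08), in round spermatid-like barcodes without LFD replicate 1 (0.14) and in macrophage-like barcodes without LFD replicate 2 (0.25). It was lost in late spermatocyte- to round spermatid-like barcodes without HFD replicate 2 (0.06), HFD replicate 3 (0.03), LFD replicate 1 (0.12) or LFD replicate 2 (0.10). In round to elongating spermatid-like barcodes it was lost without LFD replicate 1 (0.08) or LFD replicate 2 (0.26) and reversed without HFD replicate 3 (-0.04). In Sertoli-like barcodes it was lost without HFD replicate 1 (-0.44) and reversed without LFD replicate 3 (0.43). No gene set was tested with the trends on GC content and transcript length taken out. In edgeR's test of the whole testis, that correction lowered the log2 change of each mitochondrially encoded mRNA. For mt-Nd1 it went from -0.25 to -0.44, and for mt-Co1 from -0.17 to -0.36. Base composition thus stays open as a source of the higher levels in the germ cell classes. The largest change of a set was that of the mitochondrially encoded mRNAs in elongating spermatid-like barcodes, with a median of -1.35 (camera adjusted p = 7.56e-11; lower in 11 of 11 genes). It was -0.60 without LFD replicate 3 and -0.53 without HFD replicate 2, with both still called by camera. Over all genes tested, 0 genes of these lists were called by edgeR in any class. With edgeR's p-values adjusted over the list alone, 21 calls were made in 85 pairs of a list and a class, all of mitochondrially encoded mRNAs, in elongating spermatid-like barcodes (11 of 11 genes, all lower in the libraries labelled HFD), cluster 3 (8 of 11, all higher) and cluster 12 (2 of 10, both higher), and 0 in the whole testis. In elongating spermatid-like barcodes the share of these mRNAs was 0.186%, 0.0298% and 0.216% in HFD replicates 1, 2 and 3. It was 0.156%, 0.187% and 0.877% in LFD replicates 1, 2 and 3. The lower level there thus rested on HFD replicate 2 and LFD replicate 3.

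The number of genes detected per barcode was compared after thinning each barcode to 1000 UMIs, for which 0 barcodes were too shallow. The median was 725 ± 13.3 genes (SD, n = 3) in the libraries labelled HFD and 728 ± 10.1 in those labelled LFD, a difference of -2.33 (exact permutation p = 0.8). The medians of HFD replicates 1, 2 and 3 were 710, 732 and 734, and those of LFD replicates 1, 2 and 3 were 717, 729 and 737. The difference was 5.33 without HFD replicate 1 and 2.33 without LFD replicate 3. Without thinning it was 1575 ± 264 against 1435 ± 123, a difference of 140 genes in the other direction (exact permutation p = 0.5).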

Values the study reported

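The study processed testes of 8-week-old mice after 2 weeks on either diet, with n = 3 mice per group, for single-cell RNA sequencing. It removed cells with fewer than 200 detected genes or more than 40,000 detected features and used 30 principal components. A clustering resolution of 0.3 gave 18 clusters in the study.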

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

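Of the alternatives below, sums over barcodes of named classes, the haemoglobin batch term, the removal of trends on GC content and transcript length, the gene set tests under other scalings and class makeups, and the permutation of shares within the batch were chosen after the results were seen, and all others before.

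In the whole testis the count of 0 calls held with DESeq2, its size factors in edgeR, total UMIs as the only scaling, no filter on low counts, removal of doublets, an equal class makeup, barcodes of named classes, the batch term and the trends taken out. The stricter barcode filter removed 1 barcode and tests nothing. In the classes and clusters, the counts moved under no filter on low counts and the replicate block (below) and when libraries were left out, and stayed at 0 under the others. Centring gave counts of calls in 4 of the named classes. Its macrophage-like class held 273 barcodes against 274, so it is hardly a test there. Resolution 0.6 gave counts on changed barcodes in 3, the elongating spermatid-like, pachytene spermatocyte-like and spermatogonia- and early spermatocyte-like. Its pachytene spermatocyte-like class took in other barcodes (below), so that count does not test the class above. In the round spermatid-like, round to elongating spermatid-like and macrophage-like classes resolution 0.6 left the barcodes as they were and tests nothing, and the other classes were not found or had too few barcodes. The class names changed with the clustering. At a resolution of 0.6 the Sertoli-like name held 50 barcodes (1 in HFD replicate 2 and 2 in HFD replicate 3) while 755 with Sertoli cell markers stayed unnamed, and the pachytene spermatocyte-like name took in 686 barcodes led by Aurka and Ccna1. After centring, the pachytene spermatocyte-like name held 553 barcodes, 533 of them of HFD replicate 2, and the barcodes led by Piwil1 stayed unnamed. The shares of these classes under these settings are of other barcodes and do not test the classes above. The trends on GC content and length changed no count of calls with all 6 libraries.

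With no filter on low counts, calls rose from 0 to 6 in cluster 0, 2 in cluster 2 (AC163638.2 and Zfp820), 3 in cluster 3 (mt-Nd2, mt-Atp6 and mt-Co3), 6 in cluster 8, 3 in cluster 9 (Hbb-bs, Hba-a1 and Hba-a2), 15 in elongating spermatid-like, 5 in late spermatocyte- to round spermatid-like (Gm10076, Mex3c, Ide, Gm21887 and Gm47283), 1 in macrophage-like (Dcn), 8 in pachytene spermatocyte-like, 1 in round to elongating spermatid-like (Gm47283), 1 in Sertoli-like (Gm47283) and 4 in spermatogonia- and early spermatocyte-like barcodes (Gm26737, Hist1h2ap, Gm21887 and Gm47283), and to 12 in the interaction of diet and class. These genes were chosen after their values were seen, and the cause was not tested.

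The replicate numbers do not pair the libraries, since the deviations from the group means correlated at 0.487, 0.0311 and 0.262 in the whole testis for the pairs of replicates 1, 2 and 3. With the number as a replicate block, calls rose to 24 in the whole testis (1 higher and 23 lower), 4 in cluster 0 (Hbb-bt, Hba-a1, Hba-a2 and Gm47283), 1 in cluster 8 (Gm42418), 13 in elongating spermatid-like and 2 in Sertoli-like barcodes (Lcn2 and Gm47283), genes chosen after their values were seen. Gm21887 passed the threshold under the block with a log2 change of -1.59 (edgeR adjusted p = 0.000440, in a range of 0.000440 to 1.00 over its alternatives), as did Hsd3b6 with 2.19 (0.0113, in a range of 0.0113 to 1.00). The block called 37 gene set pairs against 34 and changed no other count of calls. The cause was not tested.

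Leaving out single libraries moved the counts of calls over the following ranges: 0 to 2 in the whole testis, 0 to 1 in clusters 1 and 2 and in Sertoli-like barcodes, 0 to 314 in cluster 3, 0 to 1657 in late spermatocyte- to round spermatid-like, 0 to 1226 in round spermatid-like, 0 to 860 in round to elongating spermatid-like and 0 to 613 in spermatogonia- and early spermatocyte-like barcodes, and 0 to 15 in the interaction. All counts above 1 in a class came from leaving out HFD replicate 1, while the interaction gave 7 without LFD replicate 1 and 15 without LFD replicate 2. The closing paragraphs on HFD replicate 1 give the tests of the cause.

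No class share passed a threshold. With germ cell barcodes as the denominator the elongating spermatid-like share differed by -0.527 percentage points, the other way, and no other share reversed under an alternative other than leaving out a library. Permutation within the batch keeps each difference and cannot give a p below 0.167, so it tests no share at the threshold. Leaving out single libraries gave differences of -0.606 to 1.15 for spermatogonia- and early spermatocyte-like, 0.643 to 2.17 for pachytene spermatocyte-like, -1.85 to 0.240 for late spermatocyte- to round spermatid-like, -1.29 to 0.594 for round spermatid-like, -0.505 to 0.457 for round to elongating spermatid-like, -2.92 to 3.31 for elongating spermatid-like, -1.77 to 0.386 for Sertoli-like, -0.00740 to 0.136 for macrophage-like and -0.246 to 0.0796 for peritubular, stromal and Leydig-like barcodes, so that only the pachytene spermatocyte-like share kept its direction. That direction depends on the naming rule set after the clusters were seen, which kept cluster 8 out of the class. Cluster 8 was closest to this class (Spearman 0.921 across genes). Its share differed by -2.81 percentage points, against 1.28 for the class.

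Of such alternatives, the mitochondrial share reversed in round spermatid-like barcodes as a mean over barcodes (-1.11e-05) and in no other class that held its barcodes. The 50 Sertoli-like barcodes at a resolution of 0.6 gave 3.39. Leaving out single libraries gave -1.16 to 0.164 in the whole testis, 0.000236 to 0.0183 in round to elongating spermatid-like, -0.388 to -0.0279 in elongating spermatid-like, -9.41 to 1.34 in Sertoli-like and -1.10 to 0.215 in peritubular, stromal and Leydig-like barcodes. Along the stages, the 4 falls kept direction and call without doublets, and the first 3 as a mean over barcodes, where the fall from round to round to elongating spermatid-like barcodes lost its call (-0.0288). With 5 libraries the sign-flip test cannot go below 0.0625, so that leaving out a library tests the direction alone: the 4 falls ranged from -3.83 to -3.54, -1.74 to -1.62, -0.792 to -0.730 and -0.0328 to -0.0300 percentage points. Genes per barcode differed by 140 without thinning, the other way, and by -3.33 after thinning to 2000 UMIs, which leaves out 3880 of 9934, 670 of 8127 and 1178 of 7403 barcodes of HFD replicates 1, 2 and 3 and 2137 of 6627, 359 of 11095 and 2480 of 5753 of LFD replicates 1, 2 and 3. Leaving out single libraries gave -7.67 to 5.33. The cause was not tested.

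Of the 34 gene set calls, 0 were left under fry and 0 with an estimated correlation, and leaving out single libraries gave 25 to 34. In the whole testis the set medians then ranged from -0.50 to 0.0570 for mitochondrially encoded mRNAs, -0.10 to 0.13 for oxidative phosphorylation subunits and -0.00893 to 0.19 for mitochondrial ribosomal proteins. For mitochondrially encoded mRNAs they ranged from -0.0442 to 0.47 in round to elongating spermatid-like and from -1.18 to 0.43 in Sertoli-like barcodes. With an equal class makeup the whole testis medians were 0.13 for mitochondrially encoded mRNAs (adjusted p = 0.0188), -0.0900 for oxidative phosphorylation subunits and -0.0621 for mitochondrial ribosomal proteins, and in barcodes of named classes 0.22 (adjusted p = 0.000294), -0.0519 and 0.0375, against -0.22, 0.05 and 0.12. Scaling by total UMIs turned the oxidative phosphorylation median to -0.0102. It also shifted the median gene by -0.0602, so the set did not reverse relative to the median gene. The log2 change of mt-Nd6 was 0.0276 with an equal class makeup, 0.0196 in barcodes of named classes and -0.83 to 0.00401 when single libraries were left out, against -0.52. It was -0.73 with the trends on GC content and length taken out. Caskin1, Gm21887 and Hsd3b6 kept their directions under every alternative.

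In the main results the number of genes tested was 3710 in macrophage-like barcodes (274 barcodes, median 3378 UMIs) and 8499 in Sertoli-like barcodes (802, median 1922.5). Changes in genes below the filter were thus not tested there in the main results. With no filter on low counts, 17243 and 20502 genes were tested in these classes, with 1 call in each.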

Other observations

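Of the tests below, those of a wrong diet label, of GC content in spermatogonia- and early spermatocyte-like barcodes, of haemoglobin, of clusters 8, 12 and 16, of Gm47283 and Gm21887, and of the splits for counts of genes were chosen only after the result was seen, and the others before the value they measure was seen.

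Leaving out HFD replicate 1 turned 0 called genes into 1226 in round spermatid-like, 1657 in late spermatocyte- to round spermatid-like, 860 in round to elongating spermatid-like and 613 in spermatogonia- and early spermatocyte-like barcodes. In pachytene spermatocyte-like and elongating spermatid-like barcodes it gave 0. The tables argue against several sources as the whole cause in round spermatid-like barcodes. With each library's trends on GC content and transcript length taken out, 411 genes were still called, so those trends may account for part of the calls and not for all. With the sums thinned to the smallest total, 1089 were still called, which argues against depth. The log2 changes correlated at 0.0810 (Spearman, across genes) with the ratio of the other classes to round spermatids, which argues against RNA from other cells in that class. This correlation was 0.0955 in late spermatocyte- to round spermatid-like, 0.0769 in spermatogonia- and early spermatocyte-like and 0.277 in round to elongating spermatid-like barcodes, where RNA from other cells stays open as a part of the cause. With all 6 libraries and the replicate 1 batch as a term, 0 genes were called. Genes at an unadjusted p under 0.05 by edgeR rose from 699 to 1209 in that fit. The fit keeps HFD replicate 1, so its count of 0 does not decide whether the batch is a part of the cause. In late spermatocyte- to round spermatid-like barcodes 366 genes were called after the correction for GC content and length and 1619 after thinning, and in round to elongating spermatid-like barcodes 244 and 740.

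A wrong diet label of HFD replicate 1 stays open. In that library, which took no part in the test, 98.4% of the 1226 genes called in round spermatid-like barcodes lay on the LFD side of the midpoint of the group means. It was 98.8%, 99.2% and 99.0% in late spermatocyte- to round spermatid-like, round to elongating spermatid-like and spermatogonia- and early spermatocyte-like barcodes. On a scale from 0 at the mean of the libraries labelled LFD to 1 at that of HFD replicates 2 and 3, its median position over the called genes was -0.113 in round spermatid-like barcodes and -0.215, -0.252 and -0.238 in these 3 classes. A wrong label needs positions on the LFD side, but it does not need medians past the LFD mean, where all of these lay. This library was also looked at because 0 genes pass with it. A wrong label cannot be told apart from a library that differs in preparation. A real difference between HFD replicates 2 and 3 and the other 4 libraries, by diet or by animal, also stays open and was not tested.

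In spermatogonia- and early spermatocyte-like barcodes the 613 calls without HFD replicate 1 fell to 3 when the trends on GC content and length were taken out. A candidate explanation for this class is therefore the difference in base composition between HFD replicates 2 and 3 and the other 4 libraries. A real change in genes of one base composition would be removed by the same correction and stays open.

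Haemoglobin transcripts were nearly missing from both replicate 1 libraries, 1 of each diet label, with 8 and 5 UMIs. At the rate of the other 4 libraries, the depth of HFD replicate 1 would have given 6181 haemoglobin UMIs, which argues against depth. A strain difference at the beta-globin genes would leave alpha-globin in place, but alpha-globin had 0 UMIs in both, where 1885 were to be expected in HFD replicate 1. The deviations of the 2 replicate 1 libraries from their diet means correlated at 0.487 over all genes of the whole testis, the highest of the 9 pairs of an HFD and an LFD library, with 0.30 the next. Within the named classes tested, this correlation ran from -0.147 in late spermatocyte- to round spermatid-like to 0.469 in macrophage-like barcodes. It was -0.0954 in pachytene spermatocyte-like and 0.416 in elongating spermatid-like barcodes. The value in the whole testis can thus come in part from the class makeup that these 2 libraries share. The haemoglobin values go with a batch, such as a step that removed red blood cells in these 2 preparations, which the labels do not describe. No biological explanation was tested, since both diets hold a library of each kind.

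Most barcodes were shallow and carried the markers of no class. Free RNA from lysed cells is a candidate source. In cluster 0 the profile correlated at 0.939 (Spearman, across 10512 genes) with the pool of all named classes and at 0.875 with the closest single class, the late spermatocyte- to round spermatid-like. The pool was also closer than any single class in clusters 1, 2, 3, 9 and 15. The mitochondrial share of cluster 2, at 19.0%, was higher than in any named class as pooled over libraries (8.40% in Sertoli-like barcodes). This argues against RNA of the named classes as the whole source of cluster 2. Cluster 15 had a median of 24146 UMIs, so low depth does not describe it, and it was not tested whether it holds several cells per droplet. In clusters 8, 12 and 16 a single class was closer than the pool. In cluster 8 the pool reached 0.782 and the pachytene spermatocyte-like class 0.921, which argues against free RNA there, and its mitochondrial share of 23.7% was higher than in any named class as pooled over libraries. Low-quality cells of these types stay open for clusters 8, 12 and 16. By diet, the shares of clusters 8, 12 and 16 gave exact permutation p of 0.3, 0.7 and 0.3 (n = 3 against 3), and all unnamed clusters together held on average 74.3% of the barcodes of the libraries labelled HFD and 73.7% of those labelled LFD (n = 3 each; exact permutation p = 1). In clusters 8, 12 and 16 edgeR and DESeq2 called 0 genes each, with 616, 231 and 202 genes at an unadjusted p under 0.05 by edgeR and 367, 97 and 75 by DESeq2.

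Gm47283 (ENSMUSG00000096768, GRCm38 chromosome Y, 90784738 to 90816464) was chosen after its values were seen, as was Mid1 (ENSMUSG00000035299, chromosome X, 169685199 to 170005736). Both lie, like Gm21887, near the chromosome ends where X and Y share sequence, and counts may be split among copies. In the whole testis the log2 change was -1.32 for Gm47283 (SE 0.40, 9.40 ± 4.74 against 23.6 ± 9.59 CPM; SD, n = 3), -0.92 for Mid1 (SE 0.38) and -1.69 for Gm21887, each with an edgeR adjusted p of 0.986. Gm47283 was lower in the libraries labelled HFD in 13 of 13 tests, with groups that did not overlap in 9. Gm21887 was lower in 7 of 7, with 3 that did not overlap, and Mid1 in 2 of 2, both without overlap. Chance leaves 10% of genes without overlap, and the tests share libraries, so they are not independent. Gm47283 and Gm21887 were both lower in 7 of the 7 tests that held both, but they are named together because they were lower, so this count decides nothing, and reads moved between copies stay open. With trends on GC content and length taken out, the log2 change of Gm21887 in the whole testis was -1.37 (edgeR adjusted p = 1.00, in a range of 0.000440 to 1.00 over its alternatives). A difference between animals in the copy number of this region stays open, as does the diet, and neither was tested.

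The 6 libraries can be split into 3 and 3 in 10 ways, so a share under 0.1 cannot be had and chance cannot be excluded for any count. Every split gives at least 0 calls, so the 10 of 10 splits with as many calls as the diets in the whole testis, in each of the 16 classes and clusters and in the interaction decide nothing. HFD replicate 1 with LFD replicates 2 and 3 against the rest gave 413 calls in late spermatocyte- to round spermatid-like barcodes. HFD replicate 1 with LFD replicates 1 and 3 against the rest gave 373 in macrophage-like barcodes, 320 in cluster 3 and 169 in spermatogonia- and early spermatocyte-like barcodes. The 471 genes at an unadjusted p under 0.05 in the whole testis were reached in 7 of 10 splits, with a range of 51 to 4335. For the gene sets, 34 or more calls were found in 2 of 10 splits. The other of the 2, with 38, set HFD replicate 1 and LFD replicates 1 and 2 against the rest, and no split sets the 2 replicate 1 libraries alone against the other 4.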
